A study of Homo sapiens with 15 samples. Its data were reported in "Chromatin accessibility changes at intergenic regions are associated with ovarian cancer drug resistance" (2021).

How the data were processed

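The data were Pt-exo-seq libraries, which map cisplatin adducts on DNA with exonucleases, from the ovarian cancer lines PEO1 and PEO4. PEO1 is sensitive to cisplatin and PEO4 is resistant. Libraries were made from untreated cells, from cells exposed to 16 µM cisplatin (both lines) and from cells exposed to 32 µM cisplatin (PEO4), with 3 replicates in each of the 5 groups. As described by the authors, sheared DNA was ligated to a first sequencing adapter, and strand-specific exonucleases digested each fragment from its end until a platinum adduct stopped them. Cyanide then removed the platinum, a polymerase copied the remaining strand up to the stop, a second adapter was ligated to the new end, and the product was amplified by PCR and sequenced from a single end. A DNA fragment with no adduct can also survive digestion. Untreated libraries therefore measure the background of the method, and carry the copy number of each line and the mappability of each region.

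The authors trimmed the reads with BBDuk, aligned them to hg19 with bowtie2, removed regions of the ENCODE blacklist, and marked and removed duplicates with Picard. The deposited values were raw counts of reads per window and had not been normalised. The windows were 1 kb long and stepped by 900 bp, so that neighbouring windows overlapped, and the table held 3439652 of them. The last window of all 24 chromosomes ended at the chromosome length of GRCh37, and coordinates are given on that build as the table gives them, with the first window of a chromosome starting at 0. The study also restricted its windows by ATAC-seq depth, and that filter was not applied here. The methods mention no molecular identifiers and the reads were single-end, so reads from copies of 1 molecule can be counted separately where their ends differ.

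The total count per library ranged from 27.7 to 56.6 M (median 33.1 M), with 3.4% to 19% of the tested windows at a count of 0 in a library. Windows on chromosome Y were left out of all comparisons, which left 3373681 windows, of which 8.2% had no read in any library. The 1 kb comparisons used the 2757680 windows with a mean count of at least 5 over the 15 libraries. Counts were also summed by window midpoint into 100 kb bins, of which 28190 of 30376 had a mean count of at least 50 and were tested. Regions above 1 kb were used because single windows hold few reads, with a mean of 12.5 per library in the tested windows.

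Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. All 15 libraries entered 1 fit with 5 groups and trended dispersions, with TMM factors computed on the tested features. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and features with an adjusted p-value under 0.05 were counted as different. A cisplatin response is the log2 change of a treated group over the untreated group of the same line, and the response difference is the response of PEO4 minus that of PEO1. The study's own kind of test was run as an alternative: log2 CPM with a prior count of 2 were expressed relative to the mean of the untreated libraries of the line, and the 3 treated libraries of PEO4 were compared with the 3 of PEO1 by the moderated test of limma 3.58.1. In that test the error of the untreated means does not enter the p-value. The main tests, their alternatives and the rule for named features were fixed before the data were examined. The rule took the features with the smallest p-values of the response difference at 32 µM against 16 µM, 2 in each direction and at least 1 Mb apart, when none passed the adjusted limit.

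Windows were given 1 of 5 genomic classes by their midpoint from GENCODE release 44 mapped to GRCh37, using basic transcripts of protein-coding and long non-coding genes. The classes, in order of priority, were promoter-TSS (1000 bp upstream to 100 bp downstream of a transcription start site), TTS (100 bp upstream to 1000 bp downstream of a transcription end), exon, intron and intergenic. Because under 50 windows passed the adjusted limit, class odds ratios were computed for windows with an unadjusted p-value under 0.001 against the other tested windows, with Fisher's exact test and 95% confidence intervals. These intervals treat windows as independent and cover counting error only. The class share of a library was the log2 ratio of its share of reads in the class to the mean share of the untreated libraries of the line. The GC trend of a library was the slope, per 10 percentage points of GC, of the log2 ratio to the untreated mean over 100 kb bins. Values per library were compared between groups with exact two-sided permutation tests. With 3 libraries against 3, the smallest p-value such a test can give is 0.1. After the data had been examined, differences between libraries with the same replicate number were added, with an exact sign-flip test whose smallest p-value is 0.25 for 3 pairs.

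Because GC trends differed between libraries, class shares were also computed at matched GC content. Windows with over 900 called bases were placed in strata 0.5 percentage points of GC wide. The reads of a class were compared with the number expected from the library's own reads outside the class in each stratum and from the ratio of class to other reads in the untreated libraries of the line. Strata with under 1000 reads outside the class in any library were left out. A first form used all reads of a stratum as the base and was replaced after the data had been examined, because it understated an increase planted in simulated windows. The same was done for CpG-dense windows (over 0.04 CpG dinucleotides per base), a set chosen after the data had been examined. For these shares, treated and untreated labels were permuted within each line, with PEO1 at 16 µM and PEO4 at 32 µM, which gives 400 arrangements and a smallest p-value of 0.005.

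Each step was tested on simulated data. Counts were drawn for the real features from the real means, library sizes and dispersions, with 200 features raised in the PEO4 32 µM libraries, 50 at each of 4 fold changes. In 2757680 simulated windows, the response difference recovered 2%, 10%, 30% and 64% of the windows changed by 4, 8, 16 and 32-fold, with 2 false calls. In 28190 simulated bins, it recovered 4%, 40%, 96% and 100% of the bins changed by 1.25, 1.5, 2 and 3-fold, with 7 false calls. DESeq2's test recovered 0%, 6%, 16% and 26% of the same simulated windows for the response difference, with 42 false calls. With edgeR, for PEO4 at 32 µM against untreated, the recovered shares were 2%, 26%, 66% and 90% of windows and 10%, 76%, 100% and 100% of bins. With GC slopes of the real size added to bins whose dispersion was set to 0.5 times the real median, 7.67% of unchanged bins had an unadjusted p-value under 0.05, and 5.64% did so once a GC offset was fitted per library. A 1.1-fold increase (0.14 on the log2 scale) planted in 8188 CpG-dense windows among 500000 windows gave a GC-matched value of 0.14 ± 0.022 (SD over the treated libraries).

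The alternatives covered the scaling (library size only, size factors of DESeq2 1.42.0, TMM factors taken from the bins), the filter (none, a mean count of at least 2 or 10, and windows above the median plus 1 SD left out), DESeq2's own test, 1 Mb bins, the replicate number as a block, an offset for GC per library (a loess curve with a span of 0.3 over 100 GC percentiles), fits with only the groups compared, the treated libraries compared directly, the limma test with prior counts of 2 and 0.5, and each library left out in turn. For the 1 kb windows, fits without a library kept the dispersion trend of all 15 libraries, and the GC offset and DESeq2's test without independent filtering were added after the data had been examined. To see what other groupings of the libraries give, the fits were repeated for 100 of the 200 distinct relabellings within lines for each response difference, and for all 10 splits of the 6 libraries in each comparison of a pair of groups. For 1 kb windows these refits used a random sample of 100000 tested windows, and for the response difference at 32 µM against 16 µM they were also made with DESeq2. Permutation tests, class shares and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.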

Results

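Reads were counted in 1 kb windows in 15 Pt-exo-seq libraries, 3 from each of 5 groups: untreated PEO1, PEO1 exposed to 16 µM cisplatin, untreated PEO4, and PEO4 exposed to 16 or 32 µM cisplatin. PEO1 and PEO4 are ovarian cancer cell lines, sensitive and resistant to cisplatin. The study chose 16 µM for PEO1 and 32 µM for PEO4 as doses that load similar amounts of platinum on DNA, so that the comparison asks where adducts lie rather than how many there are. The total count was 33.2 M ± 1.7 (SD, n = 3) in untreated PEO1, 35.9 M ± 3.4 in PEO1 at 16 µM, 40.5 M ± 7.1 in untreated PEO4, 39.9 M ± 14.5 in PEO4 at 16 µM and 28.1 M ± 0.6 in PEO4 at 32 µM. The PEO4 16 µM group held the deepest library, replicate 3, with 56.6 M counts, and the PEO4 32 µM group held the shallowest, replicate 2, with 27.7 M. Between 14.1% and 29.7% of windows on chromosomes 1 to 22 and X had no read in a given library.

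The libraries were first compared by Spearman correlation of log2 counts scaled to library size over 100 kb bins, which asks whether lines or treatments separate them. The correlation was 0.85 ± 0.08 (SD over 15 pairs) between libraries of the same group, 0.842 ± 0.087 (36 pairs) between libraries of the same line in different groups, and 0.649 ± 0.053 (54 pairs) between the lines. Libraries therefore differed by line, and libraries of a line were about as similar across treatments as within them. When each library was expressed as a log2 ratio to the untreated mean of its line, the correlation was -0.067 ± 0.398 within groups and 0.07 ± 0.283 between groups of a line. Pairs of untreated libraries are pushed below 0 by the centring on their own mean. Among the treated libraries alone, these correlations were 0.203 ± 0.239 within groups (9 pairs), 0.29 ± 0.276 between doses of PEO4 (9 pairs) and -0.03 ± 0.27 between the lines (18 pairs). Libraries of a line share an untreated mean, which raises the first 2 of these values. This change of measure moved the values the most among the alternatives tried, and over 1 Mb bins the values were 0.895, 0.882 and 0.69.

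The untreated libraries show the background that the treated libraries are compared with. Between untreated PEO4 and untreated PEO1, 7083 of 28190 bins of 100 kb differed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with 4067 higher and 3016 lower in PEO4, and 18 of them differed by more than 2 on the log2 scale. That last count was 5 without PEO1 untreated replicate 1, 28 without PEO1 untreated replicate 3, 27 without PEO4 untreated replicate 2 and 0 with a GC offset per library, which called 7902 bins. The count was 9021 with only the untreated libraries in the fit, the alternative that raised it the most. Per chromosome, the log2 ratio of the read share in PEO4 to that in PEO1 was 0.93 for chromosome 21, 0.53 for chromosome 17, 0.34 for chromosome 8, -0.34 for chromosome 3 and -0.37 for chromosome X. On chromosome 21 the SD over 3 libraries was 0.007 in PEO1 and 0.005 in PEO4, and on chromosome 17 it was 0.088 and 0.054. All 3 libraries of a line lay on the same side of all 3 of the other on 22 of the 23 chromosomes, the exception being chromosome 20 at 0 (exact permutation p-value 0.1 for the 22 and 0.9 for chromosome 20, adjusted p-values 0.105 and 0.9 over 23 chromosomes). The treated libraries carried much of this difference. From untreated to treated libraries, the ratio stayed at 0.93 on chromosome 21, fell from 0.53 to 0.32 on chromosome 17 and from 0.33 to 0.06 on chromosome 19, went from -0.28 to -0.55 on chromosome 22, and changed sign on chromosome 16 (0.1 to -0.04). Over bins, the log2 ratio of PEO4 at 32 µM to PEO1 at 16 µM correlated with the untreated ratio at a Pearson r of 0.854 (28190 bins, which are not independent replicates).

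**Figure D1:**
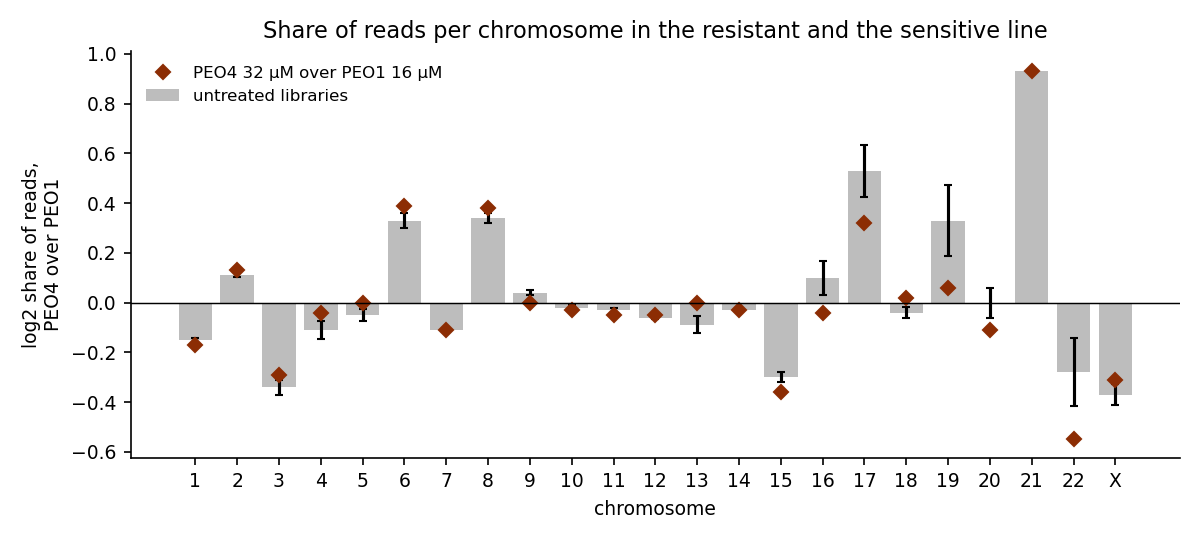
Log2 ratio of the share of reads on each chromosome in PEO4 to that in PEO1 (y axis) by chromosome (x axis). Bars show the untreated libraries, with error bars for the SD of the difference (3 libraries in each line), and diamonds show PEO4 at 32 µM over PEO1 at 16 µM. Chromosome 21 is at 0.93 in both, and chromosomes 19 and 22 move the most, by -0.28 and -0.27.

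In 1 kb windows, the question was whether cisplatin raised or lowered the count above the untreated background in either line, and whether the response differed between the lines. No window passed an adjusted p-value of 0.05 in any of the 6 comparisons with edgeR (2757680 windows each), and the answer depended on the test, since DESeq2 called windows in 5 of the 6. For the response difference between PEO4 at 32 µM and PEO1 at 16 µM, 0 windows passed. An unadjusted p-value under 0.05 was found in 107324 windows (3.89%), where uniform p-values would give 5%. In edgeR refits on 100000 windows with libraries relabelled within lines, the median was 3629.5 windows, against 3878 with the real labels. For PEO4 at 16 µM against PEO1 at 16 µM, 0 passed and 85434 windows (3.10%) had an unadjusted p-value under 0.05. Within lines, 0 windows passed and 103376 (3.75%) had an unadjusted p-value under 0.05 in PEO1 at 16 µM against untreated, 48917 (1.77%) in PEO4 at 16 µM, 84426 (3.06%) in PEO4 at 32 µM, and 81432 (2.95%) in PEO4 at 32 µM against 16 µM. The smallest adjusted p-value was 0.290, in PEO4 at 16 µM against untreated. Without 1 library, the number with an unadjusted p-value under 0.05 rose over 1.5-fold in 3 comparisons: to 170079 in PEO1 at 16 µM and to 135210 in the response difference at 16 µM (both without PEO1 16 µM replicate 3), and to 75879 in PEO4 at 16 µM (without its replicate 3). The alternative that moved the number of calls the most was DESeq2's Wald test. It called 396 windows for the response difference between PEO4 at 32 µM and PEO1 at 16 µM (282 higher and 114 lower in PEO4, all past a log2 change of 2, with 6.9% of windows at an unadjusted p-value under 0.05) and 80 at 16 µM in both lines. Within lines, it called 253 in PEO1 at 16 µM, 3 in PEO4 at 16 µM, 24 in PEO4 at 32 µM, and 0 in PEO4 at 32 µM against 16 µM (5.56% at an unadjusted p-value under 0.05). Without DESeq2's independent filtering, a setting added after the data had been examined, the counts were 396, 59, 2, 3, 1 and 0. When the libraries were relabelled within lines and refitted on 100000 windows, 42 of 100 relabellings gave at least the 18 calls of the real labels. The alternative that moved the unadjusted p-values the most was the limma test on log2 ratios to the untreated mean, under which 388679 windows (14.1%) had an unadjusted p-value under 0.05 and 0 passed the adjusted limit (smallest adjusted p-value 0.0698). Of these, 300891 also differed by more than 2 on the log2 scale, with 129579 higher and 171312 lower in PEO4 at 32 µM.

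The spread between replicates set the size of effect that could be seen. The median coefficient of variation beyond counting noise was 80.1% for a 1 kb window. In simulated windows with this spread, 64% of those raised 32-fold and 10% of those raised 8-fold were recovered in the response difference. Smaller changes in single windows were therefore rarely found at this spread. Of the unchanged simulated windows, 4.82% had an unadjusted p-value under 0.05, above the median of 3629.5 of 100000 in relabelled real libraries. The real test may therefore find fewer changes than the simulated one. The squared coefficient of variation between replicates was 0.376 for single windows scaled to library size. After the GC trend of each library was divided out, it fell 106-fold when 128 adjacent windows were summed, and without that correction it fell 40-fold. Deviations of adjacent windows from their group means were uncorrelated (mean r 0.002 over 15 libraries). In a given library, 3.4% to 19% of the tested windows had no read, where Poisson counts with the same means give 0.00146% to 0.182%.

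**Figure D2:**
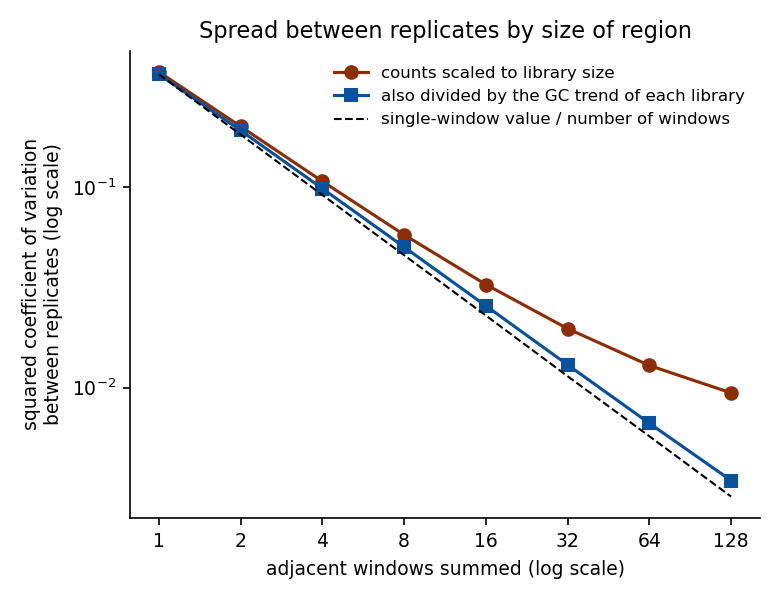
Squared coefficient of variation between replicates beyond counting noise (y axis, log scale) against the number of adjacent windows summed (x axis, log scale). Circles are counts scaled to library size and squares are also divided by the GC trend of each library; the dashed line is the single-window value divided by the number of windows. With 128 windows the circles have fallen 40-fold and the squares 106-fold.

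In 100 kb bins, which hold a median of 1201 counts per library, the coefficient of variation was 9.8%, and the same 6 comparisons were made. For the response difference between PEO4 at 32 µM and PEO1 at 16 µM, 0 of 28190 bins passed and 2163 bins (7.67%) had an unadjusted p-value under 0.05. For PEO4 at 16 µM against PEO1 at 16 µM, 0 passed and 1176 (4.17%) did. Within lines, 0 passed and the number with an unadjusted p-value under 0.05 was 854 (3.03%) in PEO1 at 16 µM, 621 (2.20%) in PEO4 at 16 µM, 2620 (9.29%) in PEO4 at 32 µM and 832 (2.95%) in PEO4 at 32 µM against 16 µM. The smallest adjusted p-value was 0.517, in PEO4 at 32 µM against untreated. These unadjusted counts depended on single libraries, with 0 bins past the adjusted limit each time. For the response difference at 32 µM against 16 µM, the count was 886 (3.14%) without PEO1 16 µM replicate 1 and 5506 (19.53%) without PEO4 32 µM replicate 1. At 16 µM in both lines, it was 534 without PEO4 16 µM replicate 1 and 1864 without PEO1 16 µM replicate 3. In PEO4 at 32 µM against untreated, it was 1021 (3.62%) without 32 µM replicate 2 and 7194 (25.52%) without 32 µM replicate 1. In the other 3 comparisons within lines, the range over the libraries left out was 711 (without untreated replicate 1) to 1376 (without 16 µM replicate 3) in PEO1 at 16 µM, 240 (without 16 µM replicate 1) to 1106 (without 16 µM replicate 2) in PEO4 at 16 µM, and 401 (without 16 µM replicate 2) to 2821 (without 32 µM replicate 1) in PEO4 at 32 µM against 16 µM. In simulated bins with no GC trend, 96% of those changed 2-fold and 40% of those changed 1.5-fold were recovered in the response difference. With GC slopes of the real size and a dispersion of 0.5 times the real median, the shares were 80% and 34% without a GC offset and 100% and 76% with it. The alternative that moved these results the most compared the treated libraries directly, without the untreated libraries, and called 6132 bins between PEO4 at 32 µM and PEO1 at 16 µM and 6218 between both lines at 16 µM.

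The features with the smallest p-values in the response difference between PEO4 at 32 µM and PEO1 at 16 µM are given with their positions on GRCh37, although none passed the adjusted limit. Among 1 kb windows (adjusted p-value 1 for all 4 in edgeR), the window on chromosome 2 from 147371400 to 147372400 is intergenic, 1229.7 kb from the nearest protein-coding gene, ACVR2A. It held 15, 15 and 8 reads in the untreated PEO1 libraries and 0 in each of the PEO1 16 µM libraries, and 4, 2 and 3 reads in untreated PEO4, 19, 12 and 23 at 16 µM and 10, 26 and 46 at 32 µM (unadjusted p-value 1.54e-06). The window on chromosome 8 from 138074400 to 138075400 lies in an intron of the non-coding gene LINC02055. It held 0, 16 and 59 reads in untreated PEO1, 0 in each PEO1 16 µM library, 57, 75 and 18 in untreated PEO4, 29, 103 and 72 at 16 µM and 58, 55 and 52 at 32 µM. In the opposite direction, the intergenic window on chromosome 4 from 66150900 to 66151900 is 33.4 kb from EPHA5. It held 0, 1 and 1 reads in untreated PEO1, 55, 8 and 19 in PEO1 at 16 µM, 4, 29 and 30 in untreated PEO4, 38, 23 and 24 at 16 µM and 0, 3 and 0 at 32 µM. The intergenic window on chromosome 4 from 72739800 to 72740800, 70.0 kb from the gene with the symbol GC, held 13, 2 and 11 reads in untreated PEO1, 48, 72 and 29 in PEO1 at 16 µM, 6, 30 and 7 in untreated PEO4, 29, 6 and 32 at 16 µM and 0 in each library at 32 µM. In both of these windows the mean of PEO4 rose from untreated to 16 µM and fell at 32 µM. No fold change is given for these windows, because each has a group with few or no reads.

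Among 100 kb bins (adjusted p-value 0.603 for all 4 in edgeR), the bin on chromosome 2 from 149100001 to 149200000 overlaps the protein-coding gene MBD5. Scaled to the median library size, its count was 814 ± 58.8 in untreated PEO1, 595 ± 76.0 in PEO1 at 16 µM, 1050 ± 12.8 in untreated PEO4 and 1280 ± 165 at 32 µM (SD, n = 3), a response difference of 0.71 on the log2 scale. The bin on chromosome 1 from 218300001 to 218400000, 58.6 kb from RRP15, also had a response difference of 0.71, with 752 ± 81.2 and 622 ± 39.4 in PEO1 and 542 ± 32.2 and 747 ± 70.4 in PEO4. The bin on chromosome 10 from 81400001 to 81500000 overlaps NUTM2B, a gene with near-identical copies that can share reads, which makes its value uncertain, and had a response difference of -0.67. Its counts were 540 ± 55.8 and 737 ± 42.5 in PEO1 and 662 ± 42.7 and 575 ± 30.8 in PEO4. The bin on chromosome 6 from 34300001 to 34400000 overlaps NUDT3, RPS10 and their read-through gene, and had a response difference of -0.61.

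Cisplatin binds adjacent guanines, so the log2 ratios to untreated were related to base composition. Over 100 kb bins, the response difference between PEO4 at 32 µM and PEO1 at 16 µM correlated with GC content at a Pearson r of -0.78 across bins, which are not independent replicates. Per library, the slope per 10 percentage points of GC was 0.102 ± 0.254 (SD, n = 3) in PEO1 at 16 µM, -0.166 ± 0.257 in PEO4 at 16 µM and -0.248 ± 0.246 in PEO4 at 32 µM. The SD among untreated libraries was 0.157 in PEO1 and 0.097 in PEO4. PEO4 at 32 µM differed from PEO1 at 16 µM by -0.349, with overlapping libraries (unpaired exact permutation p-value 0.3, two-sided). Between libraries with the same replicate number, the differences were -0.365, -0.39 and -0.294 (exact sign-flip permutation p-value 0.25, the smallest that 3 pairs allow). The PEO1 16 µM mean rested on replicate 1, with a slope of 0.395 against -0.046 and -0.044 in the other two, and without that library the difference was -0.203. The density of GG and CC dinucleotides had a positive slope, with GC content held fixed, in 4 of the 9 treated libraries, and 1 of the 9 lay above the range of the untreated libraries (-0.0112 to 0.013 per percentage point).

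**Figure D3:**
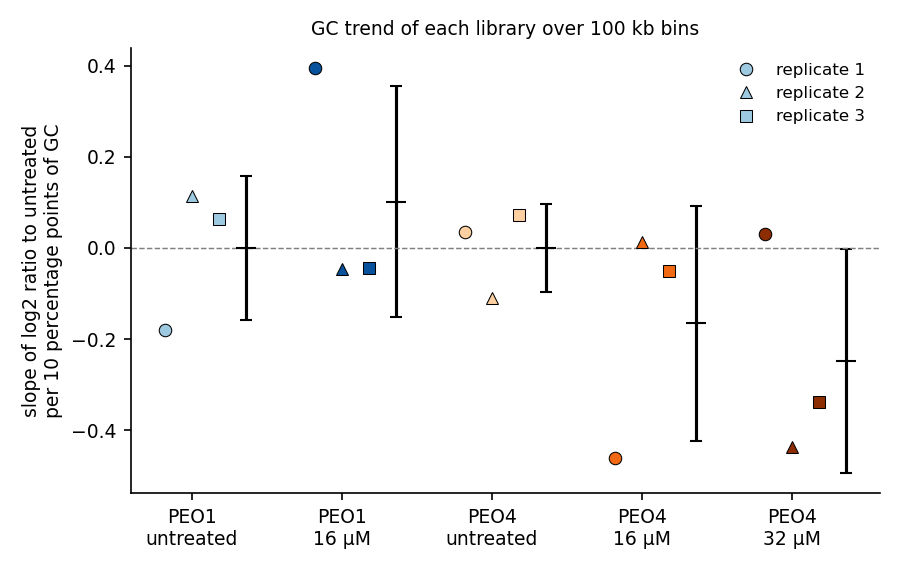
Slope of the log2 ratio to the untreated mean per 10 percentage points of GC over 100 kb bins (y axis) for each library, by group (x axis). Symbols mark replicates 1 to 3, and bars give the mean ± SD. Slopes in PEO4 at 32 µM run from -0.436 to 0.03 and those in PEO1 at 16 µM from -0.046 to 0.395.

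Genomic classes were compared to ask whether damage in the resistant line moved between genes and intergenic DNA. Promoter-TSS windows held 1.72% ± 0.11 (SD, n = 3) of reads in untreated PEO1, 1.97% ± 0.33 in PEO1 at 16 µM, 2.01% ± 0.1 in untreated PEO4, 1.9% ± 0.2 in PEO4 at 16 µM and 1.94% ± 0.21 in PEO4 at 32 µM. As log2 ratios to untreated, the promoter share differed between PEO4 at 32 µM and PEO1 at 16 µM by -0.236, and the other classes differed by -0.097 (TTS), -0.108 (exon), -0.004 (intron) and 0.032 (intergenic). The intron ratios of the groups did not overlap (-0.001 to 0.0011 in PEO1 at 16 µM and -0.0054 to -0.0029 in PEO4 at 32 µM, exact permutation p-value 0.1, the smallest possible), and those of the other 4 classes did (0.3 each). The adjusted p-value was 0.3 for all 5. Without PEO1 16 µM replicate 1, which held a promoter ratio of 0.452, the differences were -0.101 for promoters, -0.053 for TTS, -0.041 for exons and 0.018 for intergenic windows. Only the intron difference changed direction among the alternatives for classes and filters, to 0.008 when a class was given by any overlap. Between libraries with the same replicate number, the promoter differences were -0.341, -0.231 and -0.134 (exact sign-flip permutation p-value 0.25, the smallest possible). At matched GC content, the promoter share differed between the lines by 0.001 (exact permutation p-value 0.9) and the exon share by 0.0116 (0.5), both opposite in sign to the unmatched differences. With the GC content of the surrounding 100 kb matched as well, the promoter difference was -0.0037, so its change of sign did not hold.

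**Figure D4:**
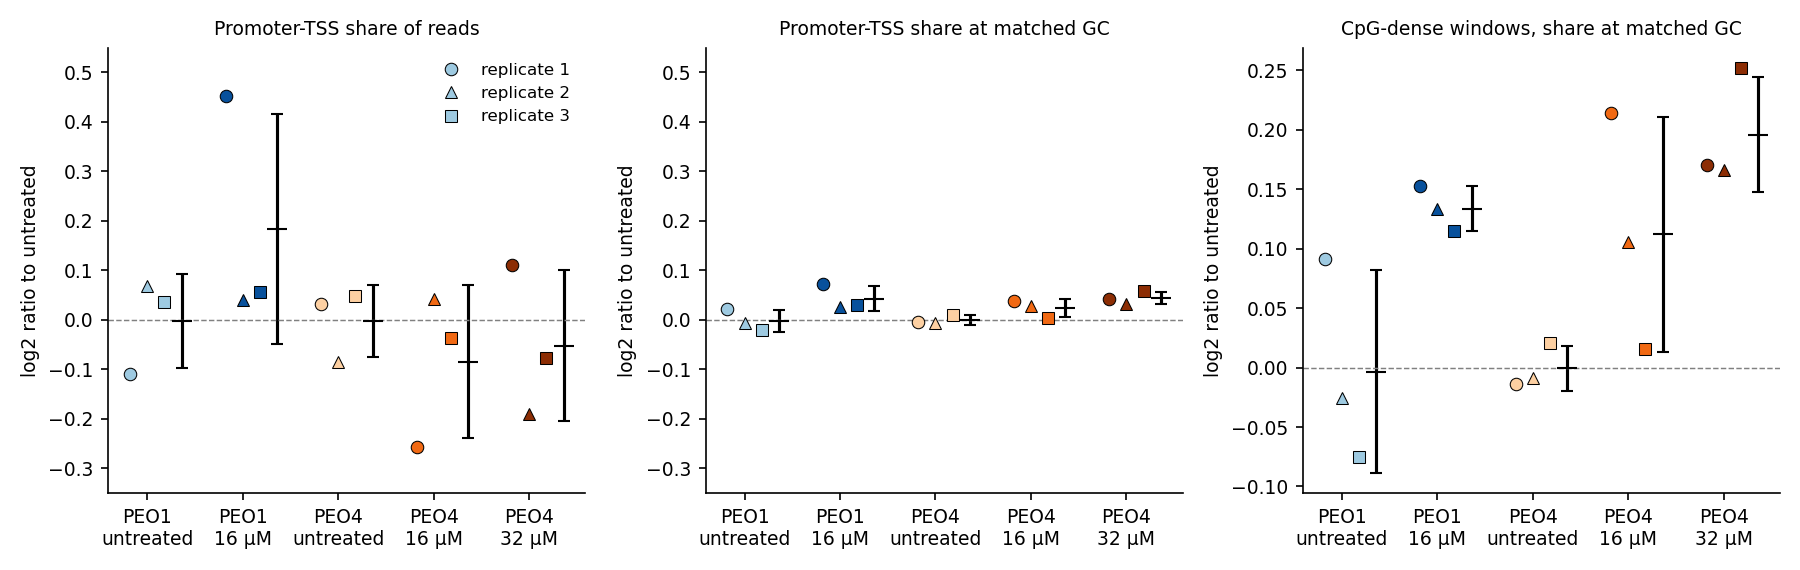
Log2 ratio to the untreated mean of the line (y axis) for each library by group (x axis), with symbols for replicates 1 to 3 and bars for the mean ± SD. The panels show the promoter-TSS share of reads, the same share at matched GC content, and the GC-matched share of CpG-dense windows on a narrower scale. PEO1 16 µM replicate 1 is at 0.452 in the first panel, and all 9 treated libraries lie above 0 in the third.

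In the response difference, 1018 windows of 1 kb with an unadjusted p-value under 0.001 were higher and 1128 lower in PEO4 at 32 µM. Uniform p-values would give 2758 in all. Windows higher in PEO4 had an odds ratio of 0.456 for promoter-TSS (95% confidence interval 0.237 to 0.879, adjusted p-value 0.0387 by Fisher's exact test), 0.414 for TTS (0.215 to 0.798, adjusted p-value 0.0212), 0.653 for exons (0.419 to 1.02, adjusted p-value 0.145), 0.922 for introns and 1.24 for intergenic windows (1.1 to 1.41, adjusted p-value 0.00573). Windows lower in PEO4 had odds ratios of 1.16, 1.31, 0.738, 0.898 and 1.11 for the same classes, with adjusted p-values from 0.145 to 0.446. The windows higher in PEO4 had a mean GC content of 33.7% and those lower 39.6%, against 41.0% for all tested windows. Within GC quintiles, the odds ratio of the windows higher in PEO4 was 1.12 for promoter-TSS, 0.54 for TTS (adjusted p-value 0.334) and 1.08 for intergenic windows, and none of the 3 passed an adjusted p-value of 0.05.

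GC-matched shares were also taken for the 51232 CpG-dense windows, a set chosen after the data had been examined. The share relative to untreated was 0.134 ± 0.019 on the log2 scale (SD, n = 3) in PEO1 at 16 µM, 0.112 ± 0.099 in PEO4 at 16 µM and 0.196 ± 0.048 in PEO4 at 32 µM. The SD among untreated libraries was 0.085 in PEO1 and 0.019 in PEO4. The mean of the differences in PEO1 at 16 µM and PEO4 at 32 µM was 0.167 (permutation p-value 0.005, the smallest that 400 arrangements can give, and 0.00917 adjusted over the 11 sets of windows tabulated). Several of the 11 sets overlap with the CpG-dense windows and gave the same permutation p-value, which lowers the adjusted value. PEO4 at 32 µM was above PEO1 at 16 µM by 0.062, with no overlap of the libraries (0.166 to 0.2517 against 0.1146 to 0.1532, exact permutation p-value 0.1, the smallest possible). With limits of 0.03 and 0.06 CpG per base the libraries overlapped, with differences of 0.0112 (p-value 0.9) and 0.0737 (0.2), and with the GC content of the surrounding 100 kb matched as well the difference was 0.0229.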

Values the study reported

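The study compared PEO4 cells exposed to 32 µM cisplatin with PEO1 cells exposed to 16 µM, doses at which it measured similar total platinum adducts. It reported 1170 windows with a different damage level between the lines at these doses. Among windows with more damage in PEO4, it reported odds ratios of 0.56 for promoter-TSS, 0.24 for exons and 1.80 for intergenic DNA.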

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

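All tests in this part were chosen only after the result was seen.

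The GC-matched read shares of introns and of intergenic windows moved opposite ways in PEO1 at 16 µM and PEO4 at 32 µM, where the 3 libraries of each group lay on 1 side of 0. The PEO4 16 µM libraries did not follow this, with intron shares of -0.012, 0.003 and 0.003 and intergenic shares of 0.008, -0.007 and -0.001. Relative to untreated, the intron share was 0.004 to 0.011 on the log2 scale in PEO1 at 16 µM and -0.0072 to -0.0032 in PEO4 at 32 µM, a difference of -0.0124. The intergenic share was -0.0206 to -0.0029 in PEO1 and 0.0005 to 0.0051 in PEO4, a difference of 0.0132. An exact permutation test gave a p-value of 0.1 for both, the smallest that 3 libraries against 3 allow. The shares rise and fall against each other by construction, so these are 2 views of 1 difference. In size the differences are under 1% of the reads of a class. Matching the windows also on the GC content of the surrounding 100 kb changed the intergenic difference to 0.0075 and took away its opposite signs, and changed the intron difference to -0.0087, which kept them, so part of the pattern may come from GC trends of the libraries at a larger scale. What is left cannot be told apart from such a trend with 3 libraries in each group. A shift of damage between genes and intergenic DNA in the resistant line stays open, as the tests of the classes did not settle it.

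The flanks of the CpG-dense windows (windows 3 to 10 steps away that are not CpG-dense themselves, 398711 in all) also moved opposite ways at matched GC content. The share was 0.0034 to 0.0193 in PEO1 at 16 µM and -0.0483 to -0.0144 in PEO4 at 32 µM, a difference of -0.0467 (exact permutation p-value 0.1), and -0.034 ± 0.038 in PEO4 at 16 µM. With the GC content of the surrounding 100 kb matched as well, the difference fell to -0.0185, and its signs were still opposite. A larger-scale GC trend is therefore a candidate explanation for part of it, and the remainder cannot be told apart from such a trend at this number of libraries. A difference between the lines in how damage is spread around CpG-dense DNA was not tested.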

How the results depend on the processing

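The 1 kb result depended on the test. DESeq2's test called 396 and 80 windows for the response differences at 32 and 16 µM in PEO4, and 253, 3, 24 and 0 for the comparisons within lines (PEO1 at 16 µM, PEO4 at 16 µM, PEO4 at 32 µM, and PEO4 at 32 µM against 16 µM, the last with 5.56% of windows at an unadjusted p-value under 0.05). Without independent filtering, added after the data had been examined, it called 396, 59, 2, 3, 1 and 0. Of all 84 alternative fits, 73 called 0 windows, with 1.68% to 14.92% of windows at an unadjusted p-value under 0.05 over all 84, and 10 of the 11 with calls were DESeq2's. PEO1 at 16 µM against untreated with no filter on low counts called 1 window; the cause was not tested. Leaving out each library in turn, done with edgeR, gave 0 calls in 44 of 48 fits and a range of 0 to 1 per comparison. The 4 fits with 1 call were PEO1 at 16 µM against untreated without untreated replicate 1 or 3, PEO4 at 16 µM against PEO1 at 16 µM without PEO1 untreated replicate 3, and PEO4 at 32 µM against PEO1 at 16 µM without PEO1 16 µM replicate 1. The size factors of DESeq2 inside edgeR moved the median log2 response difference at 32 µM against 16 µM by 0.126 and the median change of PEO4 at 32 µM by 0.105, so changes of that size in a single window depend on the scaling. Of windows with an unadjusted p-value under 0.05 in PEO4 at 32 µM against untreated, 37.4% were higher with TMM and 47.6% with those factors.

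In 100 kb bins, 56 of 58 alternatives called 0 bins for the cisplatin comparisons, and so did all 48 fits without a library. The other 2 compared the treated libraries directly and called 6132 bins between PEO4 at 32 µM and PEO1 at 16 µM and 6218 between the lines at 16 µM. By construction, these fits hold the difference between the untreated lines. With the GC offset, PEO1 at 16 µM against untreated had 7.85% of bins at an unadjusted p-value under 0.05, 0 calls and a smallest adjusted p-value of 0.0583, within a range of 0.0583 to 1 over its alternatives. Between the untreated lines the count was 798 in 1 Mb bins, which are 10 times larger and so fewer, and 6408 to 6843 across the 6 fits that each left out a library.

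The class shares and the GC trend kept their direction under the alternatives for classes and filters, except that the intron share difference was 0.008 when the class was given by any overlap; the cause was not tested. At matched GC content, the exon share difference was 0.0116 and the promoter share difference 0.001, on the other side of 0 from the unmatched values and with overlapping groups, so that both depended on GC content. Matching the GC content of the surrounding 100 kb as well put the promoter difference at -0.0037, on the same side as the unmatched value. Leaving out each library gave -0.317 to -0.101 for the promoter share, -0.131 to -0.053 for TTS, -0.147 to -0.041 for exons, -0.005 to -0.003 for introns, 0.018 to 0.042 for intergenic windows and -0.488 to -0.203 for the GC trend. Each of these except the intron range was smallest in size without PEO1 16 µM replicate 1. Among windows higher in PEO4 at 32 µM, the Mantel-Haenszel odds ratio over GC quintiles reversed to 1.12 for promoter-TSS and came down to 1.08, no longer past the limit, for intergenic windows, so that both depended on GC content. With windows chosen by the limma test, the exon odds ratio was 0.685 and passed the limit, and the TTS odds ratio among lower windows was 0.989, on the other side of 1; the cause was not tested. Of the other class odds ratios, that of TTS among higher windows went from 0.414 to 0.54 within GC quintiles and no longer passed, and that of introns passed with the limma test (0.94). The similarity of libraries moved to -0.067, 0.07 and -0.016 (same group, same line, other line) with log2 ratios to untreated, which by construction remove what the libraries of a line share.

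Libraries with the same replicate number deviated together in some pairs of groups and apart in others: 11 of 30 same-number correlations were over 0.1, from -0.68 to 0.63. All 3 were over 0.1 in 2 of the 10 pairs of groups, which include PEO1 at 16 µM with PEO4 at 32 µM (0.63, 0.4 and 0.25), and all 3 were under -0.1 in 4. For the GC slopes of these 2 groups, 1 of the 6 ways to pair the libraries, the same-number one, was the tightest. With the replicate number as a block, 0 windows and 0 bins were called in the 6 cisplatin comparisons and 6768 bins between the untreated lines, and the block changed no other call. The spread limits what could be seen: edgeR recovered 30% of simulated windows changed 16-fold and 64% of those changed 32-fold, and 40% of bins changed 1.5-fold with no GC trend and 34% with GC slopes of the real size.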

Other observations

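In this part, the test of GG dinucleotides, the tests of the spread of the counts and the splits of the libraries for 1 kb windows and for the untreated lines were set before their results were seen, and all other tests were chosen only after the result was seen.

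With edgeR, the number of windows past an adjusted p-value of 0.05 and a log2 change of 2 was 0 here, with 3.89% of windows at an unadjusted p-value under 0.05, and with DESeq2's test it was 396. The limma test on log2 ratios, the study's own kind of test, also called 0 windows (smallest adjusted p-value 0.0698). All of these numbers of called windows are lower than the value quoted from the study above. The odds ratio for exons among windows higher in PEO4 was 0.653 here. That is higher than the value quoted from the study above. Those for promoter-TSS (0.456) and intergenic windows (1.24) were lower than the study's. The study's confidence intervals contained the values here for exons and promoter-TSS, but not for intergenic windows. Within GC quintiles the values here were 0.874 for exons, 1.12 for promoter-TSS and 1.08 for intergenic windows. The odds ratios here are for windows with an unadjusted p-value under 0.001, none of which passed the adjusted limit. Those of the study are for windows past an adjusted p-value of 0.05 and a log2 change of 2, so the sets are not alike. The windows tested here were also not restricted by ATAC-seq depth, and the genomic classes came from a different annotation.

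DESeq2's test called 396 windows for the response difference at 32 µM against 16 µM where edgeR called 0. After the libraries were relabelled within lines, 42 of 100 relabellings gave at least as many calls as the real labels (18 in a sample of 100000 windows), and the median relabelling gave 13. The number of calls is therefore no evidence of a difference in response between the lines, and variation between libraries that the test takes for signal is a candidate explanation. In simulated windows with no change, DESeq2's test called 42, well under 396, so noise drawn around a single dispersion trend does not account for all of them. Windows that vary more than that trend were not simulated, so false calls from noise cannot be told apart from other causes by the simulation alone. The calls in the other 4 comparisons were not tested this way.

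The count of small p-values depended on how the untreated libraries enter the test. Under the limma test on log2 ratios, 14.1% of windows had an unadjusted p-value under 0.05. In simulated windows with no change, whose untreated libraries vary as the real ones do, the same test gave 16.04%, with 270554 windows also past a log2 change of 2 and 41031 past the adjusted limit, where the real data gave 300891 and 0. Among the 10 splits of the 6 treated libraries into 3 and 3, only the real one gave as many windows (1 of 10, with 14061 of 100000 sampled windows at an unadjusted p-value under 0.05, against 4839 in the next). A mean of 3 untreated libraries is subtracted from all 3 treated libraries of a line, so its error is shared by the libraries of a line and differs between the lines. The simulation is consistent with that shared error as the source of the excess. The simulation differed from the real data in the smallest p-values, since its 41031 calls had no counterpart there; the cause was not tested. A difference between the lines cannot be excluded by this test.

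Other splits of the libraries gave as many small p-values as the real groups in most comparisons. In 1 kb windows, 19 of 100 splits gave as many windows with an unadjusted p-value under 0.05 for the response difference at 32 µM against 16 µM, and 53 of 100 at 16 µM in both lines. The count was 8 of 10 for PEO1 at 16 µM, 10 of 10 for PEO4 at 16 µM, 1 of 10 for PEO4 at 32 µM against untreated, and 4 of 10 for PEO4 at 32 µM against 16 µM. In 100 kb bins, the counts were 13 of 100, 26 of 100, 7 of 10, 4 of 10, 2 of 10 and 6 of 10 in the same order. For the comparisons within lines, 10 splits cannot give a share below 10%, so they cannot be told apart from other groupings by this count. For the untreated lines, the real split gave 7083 bins past the adjusted limit and was the only 1 of 10 with any such bin.

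One of the other splits of the PEO4 treated libraries called 5610 bins of 100 kb. It put 16 µM replicate 1 with 32 µM replicates 2 and 3, the 3 libraries with GC slopes from -0.46 to -0.338, against the others, with slopes from -0.051 to 0.03. With a GC offset per library the same split called 0 bins, which suggests that GC trends of single libraries made those calls. The response difference itself followed GC content, and its slope difference of -0.349 was smaller than the range of slopes within the PEO4 32 µM group alone, 0.466. A GC bias of the libraries is consistent with this. Libraries with the same replicate number differed more evenly (-0.365, -0.39 and -0.294), so a shift of adducts with GC content that differs between the lines was not excluded. Adducts at GG dinucleotides predict a positive GG and CC slope at fixed GC content in the treated libraries of each group. It was positive in 4 of 9, with 1 of 9 above the untreated range. These slopes therefore gave no sign of such adducts behind the GC trends at this scale. No GG effect was planted in simulated data, so how large an effect would be seen is unknown. The study reported enrichment of purine dinucleotides at the starts of reads from treated cells, which counts per window cannot show.

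The spread between replicates in 1 kb windows was far above counting noise. The squared coefficient of variation fell 106-fold as 128 windows were summed, close to proportion, and GC trends accounted for 2.7% of it in single windows, which argues against GC bias as the main cause. A candidate explanation is that few molecules were captured per window and each was read several times. A spread of this size corresponds to 2.66 independent molecules per window, each read 4.69 times, at a mean count of 12.5. It comes from a squared coefficient of variation of 0.376, pooled so that windows with more reads weigh more. The median dispersion in edgeR's fit was 0.641 for the same windows, which would mean fewer molecules, so the number is approximate. Duplicates had been removed by position according to the methods. If the deposited counts came from those reads, copies of a molecule would need to differ in their ends. Counts made before that step would not need this, and which was the case was not tested. Overlapping windows were uncorrelated (r 0.002), as were windows 2 steps apart (r 0.001). The methods do not state whether reads in an overlap were counted in both windows. Such counting would make overlapping windows correlate, so their r of 0.002 argues against it. Whether those reads went to 1 window or were left out is not known. The value at 1 step therefore cannot show how short clusters of reads are, and the mechanism was not tested.

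The difference between the untreated lines held over megabases. Bins 5 Mb apart differed alike (r 0.781 after GC was removed), whereas the response difference at 32 µM against 16 µM showed no such correlation (r 0.001). With a GC offset the untreated lines still differed in 7902 bins, which argues against GC bias as the cause. Copy number differences between the lines are a candidate explanation. This test by itself would not tell copy number apart from differences in mappability or chromatin accessibility between the lines. By the study's methods, however, DNA was purified before it was sheared, and reads of both lines were aligned to the same assembly. Accessibility of chromatin therefore has no described route into the untreated counts.

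The lower promoter share of PEO4 at 32 µM relative to PEO1 at 16 µM (-0.236) was 0.001 when windows were matched on GC content. The difference was -0.0037 with the GC content of the surrounding 100 kb matched as well. This is consistent with GC trends as its source, whether of the libraries or of the adducts, and without PEO1 16 µM replicate 1 the unmatched difference was -0.101.

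CpG-dense windows took a larger share of reads in treated libraries of both lines at matched GC content, by 0.167 on the log2 scale in the mean of PEO1 at 16 µM and PEO4 at 32 µM, with 9 of 9 treated libraries above 0. A first form of the measure, with all reads of a stratum as the base, gave 0.108 and was replaced because it understated a planted increase. Without GC matching the values were 0.559 ± 0.473 in PEO1 and 0.041 ± 0.286 in PEO4 at 32 µM, so the pattern rests on the matching. PEO1 untreated replicate 1 was at 0.091 and PEO4 16 µM replicate 3, the deepest library, at 0.016. Values were 0.155 for CpG-dense promoter windows, 0.116 for CpG-dense windows outside promoters and 0.006 for promoter windows that are not CpG-dense (permutation p-value 0.265). Limits of 0.03 and 0.06 CpG per base gave 0.127 and 0.191. The set was found by looking at several splits of the windows by CpG, GC and GG content, more than the 11 sets counted in the adjustment, so its adjusted p-value of 0.00917 understates the number of looks. Several of the 11 sets also overlap with the CpG-dense windows, which lowers that value further. Matching the GC content of the surrounding 100 kb as well left 0.147, which argues against a GC trend at that scale as the whole cause. GC content was matched over whole windows, not over the shorter sequenced fragments. A GC trend at the scale of fragments was therefore not excluded. The flanks of these windows were at -0.035 in PEO4 at 32 µM, which gave no sign of a regional increase there. In PEO1 at 16 µM they were at 0.012, with every library above 0 but well under the 0.134 of the CpG-dense windows. A small regional part was therefore not excluded. Reads outside the flanks serve as their base and can include the CpG-dense windows, which may lower the flank values. Leaving out a library left at least 0.1 in PEO1, without untreated replicate 3, and at least 0.169 in PEO4, so that the pattern did not rest on a single library. Depth stays open. Treated libraries held 2.7 M counts more than untreated ones in PEO1, within the spread of the replicates. In PEO4 they held 12.4 M fewer at 32 µM. At 16 µM the PEO4 mean was 39.9 M against 40.5 M untreated, within the spread. Library preparation cannot be told apart from treatment, because the labels give no batch. As a hypothesis, cisplatin may leave more stops in CpG-dense DNA of both lines. Whether the lines differ stays open. PEO4 at 32 µM lay above PEO1 at 16 µM by 0.062 with no overlap, where the exact permutation test of 3 against 3 cannot give a p-value below 0.1. The libraries overlapped at 0.03 and 0.06 CpG per base (0.0112 and 0.0737), and matching the surrounding 100 kb left 0.0229.

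Chromosome Y held 74.5 ± 5.46 reads per M reads in untreated PEO1 and 75.3 ± 4.35 in PEO1 at 16 µM, and 77.7 ± 3.3, 78.9 ± 4.19 and 79.9 ± 7.67 in PEO4 (untreated, 16 and 32 µM), with no increase beyond the spread of the replicates.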
